A study of Caenorhabditis elegans with 12 samples. Its data were reported in "An ancient and essential miRNA family controls cellular interaction pathways in C. elegans" (2025).

How the data were processed

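Polyadenylated mRNA of whole C. elegans embryos was measured by QuantSeq, a method that primes reverse transcription on the poly(A) tail and so gives 1 short read near the 3′ end of each captured transcript. The labels gave 12 libraries in 6 groups of 2: wild-type (N2) and miR-51 family null (miR-51Fam null) embryos at the 190-cell, bean and 2-fold stages, with 50 embryos per library and growth at 20 °C. The null strain lacks the genes mir-51 to mir-56, and the study's strain list gives it a rescue array carrying part of the family. How embryos without the array were chosen for these libraries was not analysed here. All 12 libraries carried the same batch label, so no batch could be compared.

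The authors extracted unique molecular identifiers (UMIs, short random tags that mark single molecules) with UMI-tools, trimmed adaptors and the low-quality start of the reads, and mapped the reads to the WBcel235 genome with STAR. They deposited 1 file per library with an HTSeq count for each of 20362 genes, not normalised, and 5 summary lines. The annotation release, the strand setting and the tool versions are not stated in the labels or methods. The summary lines were kept out of library sizes and tests. Of the reads in each file, 31.8% to 53.7% were assigned to a gene, 4.00% to 8.65% fell outside genes, 0.0472% to 0.0882% were ambiguous between genes and 39.3% to 63.5% mapped to more than 1 place. Reads of near-identical genes fall in that last class, so levels of paralogs such as histone and antimicrobial peptide genes are uncertain.

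The methods describe removal of UMI duplicates before counting. In the deposited counts, however, deep libraries had many well-expressed genes at 0 reads. In wild-type 190-cell replicate 1, with 4222545 assigned reads, 61 of the 5269 genes at 20 CPM (the reads of a gene scaled to the same total in every library) or more in the other replicate had 0 reads, where independent reads would leave 1.69e-36 genes at 0. That expectation covers read sampling alone, without differences between the embryo samples or sampling error in the other replicate. The zeros therefore do not prove that reads copy molecules. It was taken as an assumption that the values are read counts in which a molecule can be read many times. The number of reads per molecule was estimated in each library from genes of 1 to 3 CPM in the other libraries: the mean reads of such a gene were set against the share of such genes with no read, which gives the number of molecules under Poisson sampling. On simulated libraries the estimate was 0.99 to 1.41 times the true value. Those libraries were all drawn from 1 shared profile, so no gene differed between stages or genotypes. The check therefore does not cover genes that are absent at a stage, whose zeros could raise the estimate. Molecule numbers, floors, bounds and molecule-scaled counts all rest on it. Estimated reads per molecule were 1.09 in null 190-cell replicate 1 and 3.57 to 56.6 in the other 11 libraries, which gave 10132 molecules in the former and 102260 to 255900 in the others. This method was chosen after the data were seen. Floors given here cover counting error only. Intervals take each read as independent, so they are too narrow if a molecule is read many times.

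Genes with a total of 20 or more counts over the 12 libraries were tested, which left 12062. Library sizes were scaled by TMM in edgeR 4.0.16 (R 4.3.3), 1 negative binomial model with a mean for each of the 6 groups was fitted, and contrasts were tested with the robust quasi-likelihood F test, two-sided. P values were adjusted by the Benjamini-Hochberg method and a gene was called changed at an adjusted p under 0.05. The contrasts were miR-51Fam null minus wild-type at each stage, their average over the 3 stages, the difference of the genotype effect between stages (an interaction test), and the wild-type changes from the 190-cell to the bean stage and from the bean to the 2-fold stage. Standard errors (SE) of log2 fold changes were derived from the F statistic and are not given where a group had no reads. CPM values are on TMM-scaled library sizes and are given as mean ± SD over 2 libraries. Where a group had no reads, a bound on the fold was computed with 3 estimated molecules summed over its libraries as the floor. With 2 libraries of each genotype at a stage, 16.7% of unchanged genes would have both null libraries above (or both below) the wild-type ones by chance, and 0.463% would at all 3 stages.

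The comparisons, the tests, the main alternatives and the rule for naming genes were fixed before the data were examined. Genes are named if they belong to a list of 14 predicted targets that the study discusses (hst-1, hst-2, hst-3.2, hst-6, mig-1, lin-17, kal-1, lin-12, lon-1, vab-2, efn-2, efn-4, cdh-3 and eff-1) or are hst-3.1, or if they lie within 10 kb of a deleted miRNA gene. Also named are the 3 higher and 3 lower genes with the smallest p in each genotype comparison whose null and wild-type libraries did not overlap, the 3 smallest p of the interaction, and the 2 rising and 2 falling genes with the smallest p in each wild-type comparison. For the 14 genes, p values were also adjusted over the list alone. The study took up eff-1 in part because it rose in these libraries, so for that gene the count is not independent evidence. The study also reported hst-1, hst-6, mig-1, kal-1, lin-12 and cdh-3 as raised in these libraries. The list as a whole may therefore not be independent of the outcome. Genes named outside this rule were chosen after their values were seen.

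The alternatives fixed in advance were DESeq2 size factors, TMMwsp scaling, no filter on low counts, filterByExpr, the DESeq2 1.42.0 test, a block for replicate number, a fit of only the libraries compared, the bean and 2-fold stages alone, and the omission of each library in turn. Chosen after the data were seen were counts divided by the estimated reads per molecule (molecule-scaled counts), limma 3.58.1 voom with library quality weights, and a covariate for yolk transcripts. A total of 6 lists of marker genes were written from general knowledge: 6 yolk, 14 oocyte and eggshell, 5 adult cuticle, 20 early zygotic, 18 DNA replication and 21 antimicrobial peptide genes. The replication list was written after replication genes had been seen among the changed genes, and nlp-29 and nlp-31 had been seen before the antimicrobial list was written. No gene of the 6 lists belongs to the 14 predicted targets. A list's median change was set beside those of 10000 random lists of the same size matched on mean level, of which the 2.5 to 97.5 percentile range is given. For ratios between libraries, genes of at least 5 CPM were used, with 0.5 CPM added before taking log2.

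The test was run on 1 simulated set of libraries with the real depths, molecule numbers and gene means, for 20362 genes at a dispersion of 0.1. With no gene changed, the test on reads called 18 genes at the 190-cell stage (9 higher and 9 lower), 20 at the bean stage (3 higher and 17 lower), 31 at the 2-fold stage (4 higher and 27 lower), 13 on average (1 higher and 12 lower) and 18 in the interaction, of 11605 tested. On molecule-scaled counts it called 0 in each. These counts were divided by the same reads per molecule that had been used to simulate them. In the real libraries that number is only estimated, so the simulation can understate false calls of the molecule-scaled test. The read-based test therefore makes more false calls than its threshold states, with a lean towards lower calls at the bean and 2-fold stages and on average. In the same simulation the median log2 change of all genes was 0 at each stage and −0.17 on average. With 200 genes changed 8-fold, the test on reads recovered 20.5% at the 190-cell, 30% at the bean and 27.5% at the 2-fold stage and 65% on average, and called 28, 15, 16 and 35 unchanged genes. On molecule-scaled counts, recovery was 14%, 31.5%, 43% and 66%, with 0, 0, 0 and 4 unchanged genes called. The genes were changed alike at all stages, so recovery by the interaction test was not simulated.

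Gene symbols and coordinates are from Ensembl release 115 for WBcel235, which holds 20116 of the 20362 gene identifiers. Among named genes, annotated exons of hst-6, eff-1, capg-2, rnr-2, F09F7.6, ttr-50, F09A5.3 and mob-2 overlap a counted gene on the opposite strand, and those of C06E7.88 overlap spe-27 on the same strand, so their counts could include or lose reads. The genome sequence was not used here, so tests of genes with miR-51 seed sites and of seed words in 3′ untranslated regions, fixed in advance, were not run. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.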

Results

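To ask how loss of the miR-51 family changes mRNA levels during embryonic development, the study profiled wild-type and miR-51Fam null embryos at 3 stages. The 12 libraries comprised 2 replicates of each genotype at the 190-cell stage, at the bean stage, when the embryo starts to elongate, and at the 2-fold stage, when it has elongated further. Each library was made from 50 whole embryos. Reads assigned to genes in wild-type embryos numbered 4222545 and 1711096 at the 190-cell stage, 1651557 and 2111405 at the bean stage and 7223442 and 887059 at the 2-fold stage. In miR-51Fam null embryos they numbered 11081 and 1645987 at the 190-cell stage, 2062598 and 5247535 at the bean stage and 2735091 and 9558104 at the 2-fold stage. The deepest library thus had 863 times the reads of the shallowest, null 190-cell replicate 1, in which 3231 genes were detected against 7287 to 11531 in the other 11. The estimated number of molecules behind these reads was 10132 in the shallow library and 102260 to 255900 in the others, so a gene at a few CPM rested on about 1 molecule or fewer.

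**Figure D1:**
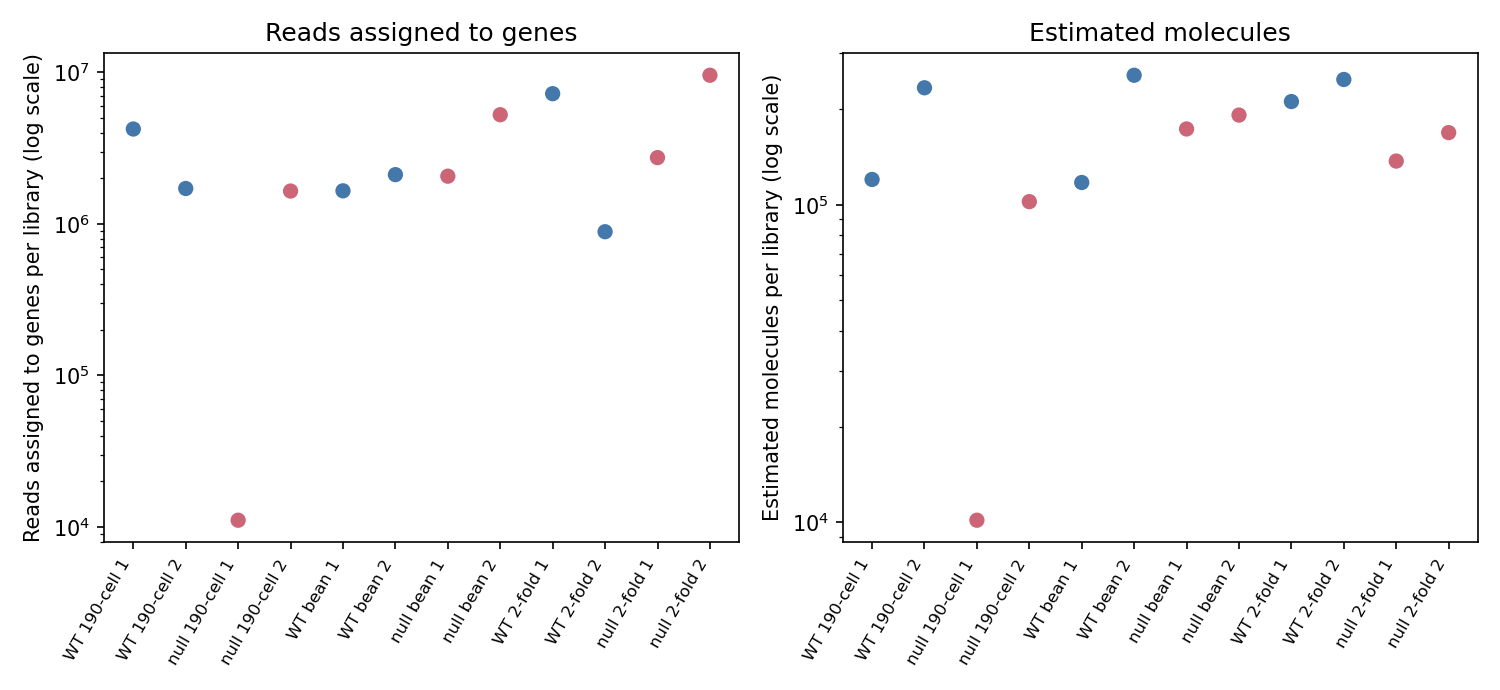
Reads assigned to genes and estimated molecules (both on log axes) in each of the 12 libraries, wild-type in blue and miR-51Fam null in red, by stage. Null 190-cell replicate 1, with 11081 reads, sits far below the other 11 libraries, whose molecule numbers lie between 102260 and 255900.

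Spearman's rho between replicates, across genes, was 0.847 to 0.884 in the 5 groups without the shallow library. Across genes, rho between libraries of different groups was 0.456 to 0.893 over 50 pairs, and that of the shallow library with the others was 0.44 to 0.651. Genes are not independent replicates, so these values only describe the libraries. The chi-square per degree of freedom between replicates, with reads taken as independent, was 1.48 to 44.8 over the 6 groups. Reads that copy 1 molecule raise this value, so it does not show a difference beyond sampling noise. Each library was counted as 1 replicate.

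The deleted genes could not be checked directly, since the count files have no values for mir-51, mir-53 and mir-52 on chromosome IV (11026013 to 11026112, 11027593 to 11027691 and 14034008 to 14034107 in WBcel235) or for mir-54, mir-55 and mir-56 on chromosome X (13144996 to 13145094, 13144827 to 13144924 and 13144691 to 13144787). The protein-coding gene alh-3 (WBGene00000109, chromosome IV, 11022603 to 11025870, plus strand) ends next to mir-51 and was lower in each null library than in either wild-type library of its stage. In wild-type embryos its level was 14.4 ± 12.5, 76.8 ± 28.3 and 199 ± 20.2 CPM (SD, n = 2) at the 190-cell, bean and 2-fold stages. In miR-51Fam null embryos there were 0 reads at the 190-cell stage, 0.112 ± 0.158 CPM (SD, n = 2) at the bean stage and 8.69 ± 0.339 CPM (SD, n = 2) at the 2-fold stage. By edgeR, alh-3 was lower in null embryos at the bean stage (log2 fold change −8.63, SE 1.24, adjusted p = 0.001992) and the 2-fold stage (−4.51, SE 0.91, adjusted p = 0.005021) and on average over the stages (adjusted p = 9.573e-06), but was not called at the 190-cell stage (adjusted p = 0.1182). There the wild-type level of 14.4 CPM lay below the floor of the null libraries, 22.5 CPM, so their 0 reads show no loss. The null bean libraries held 1 alh-3 read, so the wild-type level was 476 times theirs with an exact 95% counting interval of 84.7 to 18860. That interval takes reads as independent and is too narrow if a molecule is read many times. The null bean floor of 3 molecules is 9.30 CPM, against 76.8 CPM in wild type. Without null bean replicate 2, which held that read, the fitted bean change was −10.59. The other tested genes within 10 kb of a deleted gene (F09A5.2, F09A5.3, mob-2, ttr-34, mogs-1, hrg-4, hrg-6, F13H10.8 and fkb-1) were not called on average. Every gene given with a position from the count files is annotated as protein coding.

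The study's question was whether predicted targets rise when the family is lost, and 14 predicted targets from its text were followed. Averaged over the stages, 12 of the 14 had a higher fitted level in null embryos, 5 were called higher when adjusted over the list alone, and 3 (kal-1, cdh-3 and lin-12) when adjusted over all 12062 genes tested. At the single stages the counts adjusted over the list alone were 3 higher (cdh-3, kal-1 and lin-12) and 1 lower (efn-2) at the 190-cell stage, 2 higher (kal-1 and lin-12) at the bean stage and 1 higher (kal-1) at the 2-fold stage. For efn-2 the wild-type level at the 190-cell stage (6.01 ± 3.44 CPM, SD, n = 2) lay below the floor of the null libraries, 22.5 CPM, so their 0 reads show no loss. At the bean and 2-fold stages efn-2 was at 59.1 ± 3.04 against 147 ± 0.158 and 83.3 ± 37.1 against 170 ± 48.9 CPM (wild-type against null, SD, n = 2), and was called at neither (edgeR, adjusted p = 0.678 and 0.6067). Over all genes tested, 1 was called higher at each stage: cdh-3 at the 190-cell stage and kal-1 at the other two. The median log2 change of the list was 1.16, 1.36 and 1.35 at the 190-cell, bean and 2-fold stages and 1.12 on average. Random lists of 14 genes matched on level had average changes of −0.73 to 0.26. Over the 11 listed genes with reads in all groups the median was 1.20, against −0.76 to 0.33. The alternative that moved this family most was the omission of 1 library: without null 190-cell replicate 2, which leaves the shallow library alone in its group, 1 listed gene was called over the list alone, without null 2-fold replicate 2 3 were, and without wild-type 190-cell replicate 2 8 were.

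The gene kal-1 (WBGene00002181, chromosome I, 14128591 to 14142207) was higher in both null libraries than in both wild-type libraries at each stage. Its level was 66.4 ± 36.0 CPM in wild-type against 243 ± 59.9 CPM in null embryos at the 190-cell stage (SD, n = 2 each), where it was not called over all genes (edgeR, adjusted p = 0.1341). It was 131 ± 0.414 against 697 ± 71.2 CPM (SD, n = 2) at the bean stage, a log2 fold change of 2.41 (SE 0.46, adjusted p = 0.0279), and 72.9 ± 1.82 against 531 ± 9.88 CPM (SD, n = 2) at the 2-fold stage, a log2 fold change of 2.86 (SE 0.47, adjusted p = 0.0004839). On average the change was 2.35 (SE 0.27, adjusted p = 9.573e-06) and lay between 2.23 and 2.59 when each library was left out in turn. For lin-12 (WBGene00003001, chromosome III, 9060221 to 9071472) the average change was 3.18 (SE 0.61, adjusted p = 0.002693). Its levels were 14.9 ± 1.78 against 126 ± 121 CPM at the 190-cell stage, 5.48 ± 7.75 against 94.4 ± 18.5 CPM at the bean stage and 7.0 ± 4.75 against 33.2 ± 10.3 CPM at the 2-fold stage (wild-type against null, SD, n = 2). Without null 190-cell replicate 2 it was no longer called (2.64, adjusted p = 0.3234), and without wild-type bean replicate 2, the only one of that group with lin-12 reads, the change was 5.55. For cdh-3 (WBGene00000395, chromosome III, 7741229 to 7754448) the average change was 3.18 (SE 0.44, adjusted p = 7.872e-05). That value rested on the 190-cell stage, where 1 null library held an estimated 2.2 molecules and the wild-type libraries 1 read. The ratio was 130 with an exact 95% counting interval of 21.9 to 5288, which again takes reads as independent. The wild-type floor of 3 molecules there is 8.17 CPM, close to the null mean of 10.1 CPM. Without null 190-cell replicate 2 the average was 0.21, and without wild-type 190-cell replicate 1 it was 3.84. At the later stages cdh-3 was at 18.9 ± 4.24 against 55.8 ± 14.4 CPM and 144 ± 67.0 against 379 ± 13 CPM (SD, n = 2), and these differences were not called (adjusted p = 0.5302 and 0.3143).

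Of the remaining listed genes, hst-1 (WBGene00002028, chromosome IV, 8688276 to 8691513) rose by 1.44 on average (SE 0.48, adjusted p = 0.08519 over all genes and 0.01844 over the list alone, edgeR), with 43.7 ± 15.4 against 99.2 ± 25, 25.9 ± 28.9 against 73.4 ± 1.49 and 22.6 ± 4.53 against 67.8 ± 23.3 CPM (SD, n = 2) at the 3 stages. It passed the threshold over all genes without wild-type bean replicate 2 (2.25, adjusted p = 0.01171), null bean replicate 1 (0.04236) or null 2-fold replicate 1 (0.04575). The fifth called over the list alone, hst-3.2 (adjusted p = 0.02769), had at most an estimated 4.6 molecules in any library and none in 5 libraries, and its adjusted p over all genes was 0.1222. Its average change of 4.45 passed over all genes when null bean replicate 1 was left out (0.02205), and fell to 1.55 without null 190-cell replicate 2 and 2.01 without null bean replicate 2 (adjusted p = 0.9999 for both). The changes of hst-6 (1.20, SE 0.51, adjusted p = 0.2117), mig-1 (1.59, SE 0.87, adjusted p = 0.4641) and lin-17 (1.04, SE 0.45, adjusted p = 0.2299) were not called. For mig-1 and lin-17 this depended on wild-type 190-cell replicate 2, without which they were 4.38 (adjusted p = 1.301e-05) and 1.85 (adjusted p = 0.006448), and mig-1 was also called without wild-type 2-fold replicate 2 (adjusted p = 0.01775). Without null 190-cell replicate 2 the change of mig-1 had the opposite sign (−1.84, adjusted p = 0.9999). On molecule-scaled counts hst-1, hst-3.2 and mig-1 were called over all genes (adjusted p = 0.02724, 0.04501 and 0.02324), with ranges over 4 alternatives of 0.02724 to 0.08813, 0.04501 to 0.3324 and 0.02324 to 0.4152. Average changes of efn-4 (0.73), lon-1 (0.65), hst-2 (0.14), vab-2 (−0.23) and efn-2 were not called either. That of vab-2 was −3.68 without null 190-cell replicate 2. The average change of eff-1 could not be judged, as both genotypes had 0 reads at the 190-cell stage. Its unadjusted p on average was 0.9997 (edgeR). The gene ddn-1, also without reads at that stage, had 0.9996 although it was called at the 2-fold stage. At the 2-fold stage eff-1 was at 34.9 ± 15.1 against 202 ± 20.9 CPM (SD, n = 2), a change of 2.51 (SE 1.0, adjusted p = 0.2791). The related hst-3.1 had 1.65 ± 2.33 against 28.5 ± 11.9 CPM (SD, n = 2) at that stage and was not called (adjusted p = 0.5251).

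**Figure D2:**
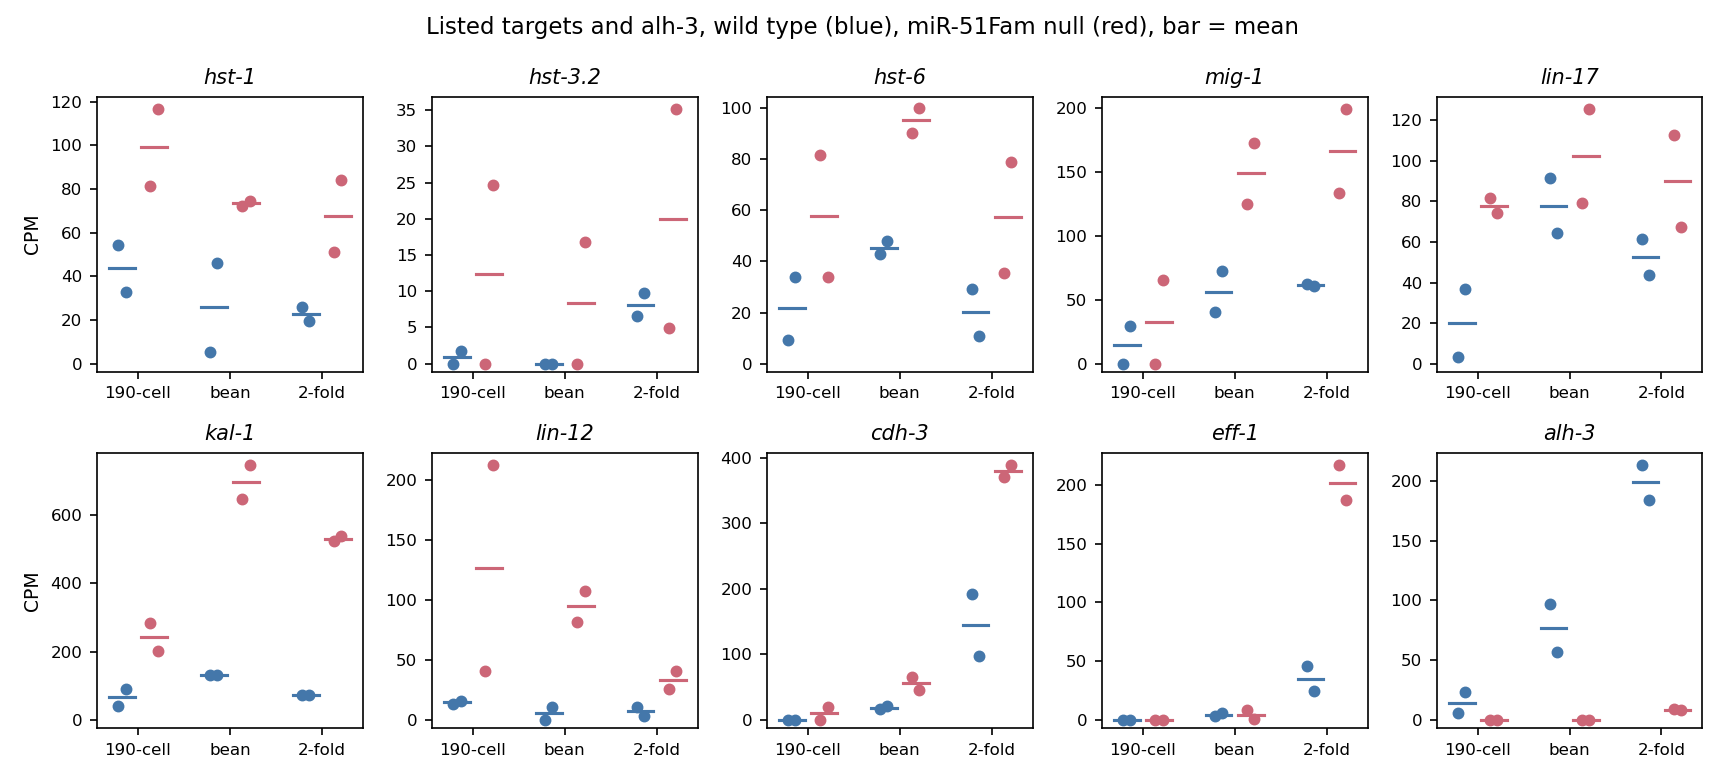
CPM of hst-1, hst-3.2, hst-6, mig-1, lin-17, kal-1, lin-12, cdh-3, eff-1 and alh-3 in each library, by stage. Wild-type is in blue and miR-51Fam null in red, with bars at the group means (n = 2). The listed targets hst-2, lon-1, vab-2, efn-2 and efn-4 are not drawn. For kal-1 the null libraries lie above the wild-type ones at each stage, at 531 ± 9.88 against 72.9 ± 1.82 CPM at the 2-fold stage.

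At the 190-cell stage 26 genes were called changed by edgeR, 8 higher and 18 lower in null embryos, and 855 had an unadjusted p under 0.05. In unchanged simulated libraries of the same depths 18 genes were called at this stage. The median log2 change of all genes was −0.20, and −0.05 with DESeq2 size factors. It was 0.73 with voom weights and −0.85 with the yolk covariate, so its size and sign depend on these choices. The number of calls moved most with a fit of the 4 libraries of this stage alone, which called 218. Wild-type and null libraries did not overlap for 1 of the 8 higher and 18 of the 18 lower genes, where chance gives 16.7% of unchanged genes. Called genes were chosen for a small p in the same libraries, here and below, so the lack of overlap is no independent support for them. The higher gene, atgp-1 (WBGene00000224, chromosome IV, 17269342 to 17272181), had 0 reads in wild-type and 23.2 ± 24.8 CPM (SD, n = 2) in null embryos (adjusted p = 0.006244), but this was an estimated 0.9 and 0.6 molecules. The lower genes with the smallest p were enol-1 (WBGene00011884, chromosome II, 8930997 to 8933799; 196 ± 130 against 0.281 ± 0.397 CPM, log2 fold change −8.37, SE 1.25, adjusted p = 0.001481), Y56A3A.7 (WBGene00013228, chromosome III, 11933990 to 11947019; 69.0 ± 25.9 against 0.562 ± 0.794 CPM, −5.92, SE 0.96, adjusted p = 0.002578) and his-35 (WBGene00001909, chromosome V, 9544659 to 9545288; 35.9 ± 21.0 against 0.281 ± 0.397 CPM, −5.89, SE 1.0, adjusted p = 0.004047), each with SD over n = 2. The histone gene his-35 has close paralogs, so its level is uncertain. In null embryos these 3 genes had reads in replicate 2 only, from an estimated 0.1 molecules, and without that library the fitted changes were −12.18, −10.66 and −9.66. The null libraries held 1, 2 and 1 reads of them, so the wild-type levels were 435, 70.3 and 51.7 times higher. Exact 95% counting intervals were 78 to 17199, 19.4 to 582 and 9.16 to 2051. They take reads as independent and are too narrow if a molecule is read many times. The null floor of 3 molecules is 22.5 CPM, much nearer the wild-type levels of 196, 69.0 and 35.9 CPM. Without wild-type 190-cell replicate 1 the change of enol-1 was −7.32. On molecule-scaled counts enol-1 remained past the threshold, while atgp-1 (adjusted p = 0.7057), Y56A3A.7 (0.0893) and his-35 (0.3537) did not. Over 4 alternatives the adjusted p ranged from 0.002317 to 0.7057, 0.0002918 to 0.0893 and 0.0007496 to 0.3537 for these 3 genes.

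At the bean stage 8 genes were called, 6 higher and 2 lower, and 877 had an unadjusted p under 0.05. Unchanged simulated libraries gave 20 calls at this stage, so the count alone does not exceed what the test yields without change. The libraries of the genotypes did not overlap for any of the 8 genes. The higher genes with the smallest p were nlp-31 (WBGene00003769, chromosome V, 3980055 to 3980622), kal-1 and asns-2 (WBGene00019730, chromosome X, 8748434 to 8750941). The level of nlp-31 was 115 ± 86.1 against 733 ± 239 CPM (SD, n = 2; log2 fold change 2.66, SE 0.47, edgeR adjusted p = 0.01946), and 3.74 was the change without wild-type bean replicate 2. That of asns-2 was 33.3 ± 2.92 against 174 ± 21.9 CPM (SD, n = 2; 2.38, SE 0.44, adjusted p = 0.0279). The lower genes were alh-3 and F26F12.4 (WBGene00017835, chromosome V, 5866134 to 5869327), for which wild-type embryos had 8.16 ± 1.14 CPM (SD, n = 2), an estimated 0.9 and 2.2 molecules, and null embryos had 0 reads (adjusted p = 0.01946). That wild-type level is below the null floor of 9.30 CPM, so no loss is shown. On molecule-scaled counts F26F12.4 was not called (0.6178), with a range of 0.00366 to 0.6178 over 4 alternatives.

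At the 2-fold stage 260 genes were called, 47 higher and 213 lower in null embryos, and 1294 had an unadjusted p under 0.05. The libraries of the genotypes did not overlap for any of the 260. Unchanged simulated libraries gave 31 calls here, 27 of them lower. The median log2 change of all genes was −0.14 (0 with TMMwsp scaling). The higher genes with the smallest p were asns-2, nlp-31 and ddn-1. For asns-2 the level was 48.1 ± 7.88 CPM in wild-type and 1591 ± 305 CPM in null embryos (SD, n = 2; log2 fold change 5.04, SE 0.49, edgeR adjusted p = 6.419e-07). For nlp-31 it was 21.4 ± 4.02 against 309 ± 23.2 CPM (SD, n = 2; 3.88, SE 0.51, adjusted p = 3.576e-05). For ddn-1 (WBGene00015227, chromosome V, 8758820 to 8760516) it was 4.31 ± 4.38 against 355 ± 186 CPM (SD, n = 2; 6.11, SE 0.94, adjusted p = 0.0004349). The change of ddn-1 was 8.13 without wild-type 2-fold replicate 1, and the DESeq2 test did not call it (0.8187), with a range of 2.553e-11 to 0.8187 over 4 alternatives. The lower genes with the smallest p were capg-2 (WBGene00010093, chromosome V, 12271873 to 12275658), cdt-1 (WBGene00000413, chromosome I, 3223160 to 3228104) and pmt-2 (WBGene00018811, chromosome V, 4628580 to 4635263), each with 0 reads in both null libraries. In wild-type embryos capg-2 was at 71.9 ± 42.6 CPM, cdt-1 at 39.7 ± 24.5 CPM and pmt-2 at 20.9 ± 3.05 CPM (SD, n = 2), so null embryos were at least 5.85-fold, 3.23-fold and 1.70-fold lower (adjusted p = 5.895e-06, 7.093e-06 and 1.102e-05). On molecule-scaled counts pmt-2 was not called (0.1492; range 2.791e-06 to 0.1492 over 4 alternatives). When yolk transcripts were added as a covariate, 46 genes were called at this stage, of which 32 were among the 260.

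Averaged over the 3 stages, 545 genes were called, 112 higher and 433 lower, and 1958 had an unadjusted p under 0.05. At all 3 stages the genotypes did not overlap for 31 of the 112 and 231 of the 433. Chance gives 0.463% of unchanged genes, but these genes were picked by their p in the same libraries, so the excess is no independent support. The median log2 change of all genes was −0.31, and in unchanged simulated libraries it was −0.17. It was −1.46 without null 190-cell replicate 2, −0.18 without wild-type 190-cell replicate 2 and −0.12 without wild-type bean replicate 2, and 0.14 with voom weights, so its size and sign depend on these choices. The number of calls moved most with the yolk covariate, which left 4 (467 at an unadjusted p under 0.05). When each library was left out in turn it was 125 without null 190-cell replicate 2 and 890 without null bean replicate 1. From the bean and 2-fold libraries alone, 537 genes were called, 250 higher and 287 lower, of which 323 were among the 545. Among genes whose null and wild-type libraries did not overlap at any stage, asns-2, kal-1 and Y65A5A.1 had the smallest p of the higher ones. Those of the lower ones were alh-3, EEED8.3 and rnr-2. For asns-2 the average change was 2.67 (SE 0.28, edgeR adjusted p = 3.362e-06), and without null 190-cell replicate 2 it was 3.27 and no longer called (0.06143). For Y65A5A.1 (WBGene00013418, chromosome IV, 16398839 to 16399826) it was 1.42 (SE 0.23, adjusted p = 0.0003641). For rnr-2 (WBGene00004392, chromosome III, 4093308 to 4094921) it was −2.46 (SE 0.30, adjusted p = 1.164e-05), with 503 ± 103 against 166 ± 120, 559 ± 14.1 against 143 ± 35.1 and 270 ± 130 against 16.2 ± 7.98 CPM (SD, n = 2) at the 3 stages. EEED8.3 (WBGene00017134, chromosome II, 5414276 to 5415370; adjusted p = 1.144e-05) was at 83.6 ± 63.8 CPM (SD, n = 2) in wild-type 2-fold embryos and had 0 reads in null ones, at least 6.80-fold lower. It stayed called in each fit that left out 1 library, with adjusted p up to 0.001601.

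**Figure D3:**
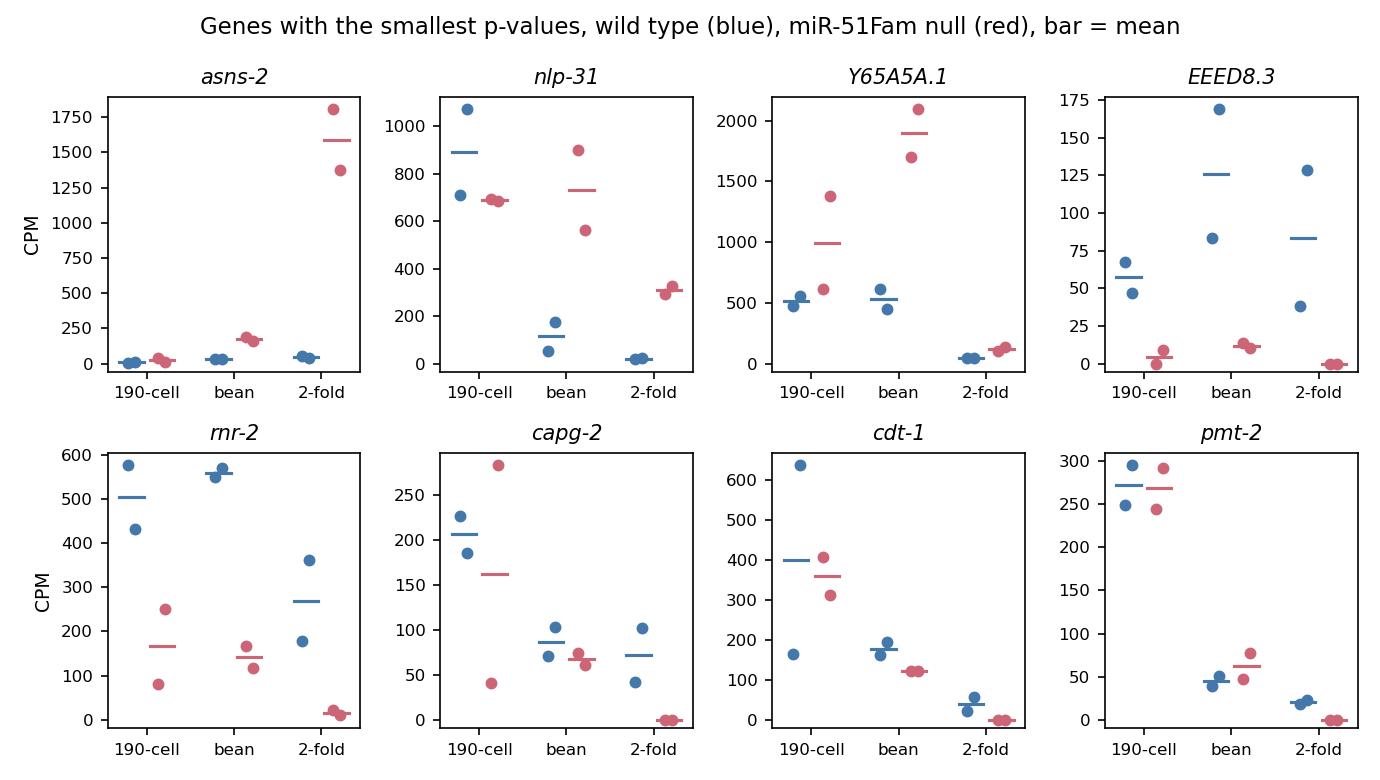
CPM of asns-2, nlp-31, Y65A5A.1, EEED8.3, rnr-2, capg-2, cdt-1 and pmt-2 in each library, by stage, wild-type in blue and miR-51Fam null in red, with bars at the group means (n = 2). At the 2-fold stage asns-2 stood at 1591 ± 305 CPM in null embryos against 48.1 ± 7.88 CPM in wild-type ones, while capg-2, cdt-1 and pmt-2 had 0 reads in null embryos.

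Whether the genotype effect differed between stages was tested as an interaction. By edgeR 56 genes were called, and 815 had an unadjusted p under 0.05, while unchanged simulated libraries gave 18 calls. The smallest adjusted p were those of capg-2 (0.0003287), pmt-2 (0.0003287) and cdt-1 (0.000436), each of which had reads in both genotypes at the 190-cell and bean stages and 0 reads in null embryos at the 2-fold stage. On molecule-scaled counts 13 genes were called, of which 4 were among the 56, and between the bean and 2-fold stages alone 24 were, of which 17 were among the 56.

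The wild-type libraries also give the developmental changes against which the null embryos can be read. From the 190-cell to the bean stage 606 genes were called, 504 higher and 102 lower, and on molecule-scaled counts the split was 471 higher and 248 lower. The largest evidence for a rise was for ces-2 (WBGene00000469, chromosome I, 14961497 to 14965361), from 0.103 ± 0.146 to 1267 ± 166 CPM (SD, n = 2; log2 fold change 12.68, SE 0.74, edgeR adjusted p = 2.281e-12), and for hsp-12.1 (WBGene00011906, chromosome I, 10581538 to 10582615), from 0 reads to 280 ± 17.6 CPM (SD, n = 2; adjusted p = 1.055e-11). Without wild-type 190-cell replicate 1, the only one of its group with a ces-2 read, the fitted change of ces-2 was 14.72. With that 1 read the rise was 8200-fold with an exact 95% counting interval of 1471 to 323952. That interval takes reads as independent. The floor of 3 molecules in the wild-type 190-cell libraries is 8.17 CPM, against 1267 CPM at the bean stage. The genes falling with the smallest p were zip-8 (WBGene00017755, chromosome III, 6478955 to 6481243; 2012 ± 695 to 120 ± 23.3 CPM, −4.07, SE 0.49, adjusted p = 1.176e-06) and F09F7.6 (WBGene00017303, chromosome III, 5551232 to 5552135; 748 ± 358 to 40.7 ± 3.79 CPM, −4.20, SE 0.53, adjusted p = 2.892e-06). From the bean to the 2-fold stage 525 genes were called, 381 higher and 144 lower. The median change of all genes was 0.19 there, against 0.55 with DESeq2 size factors (620 higher and 126 lower) and 0 with TMMwsp (311 higher and 188 lower). Rising genes were C35A5.11 (WBGene00044024, chromosome V, 10502110 to 10503111; 0.249 ± 0.352 to 719 ± 145 CPM, adjusted p = 6.65e-09) and C06E7.88 (WBGene00189995, chromosome IV, 5865858 to 5867289; 0 reads to 366 ± 103 CPM, adjusted p = 1.118e-07). Falling genes were ces-2 (1267 ± 166 to 6.66 ± 4.31 CPM, −7.84, SE 0.56, adjusted p = 4.041e-10) and ttr-50 (WBGene00010234, chromosome IV, 11640047 to 11641015; 3708 ± 384 to 109 ± 24.1 CPM, −5.10, SE 0.46, adjusted p = 9.026e-08), each with SD over n = 2. The bean libraries held 1 read of C35A5.11, which gives a ratio of 2901 (exact 95% counting interval 520 to 114607). This interval also takes reads as independent. The floor of 3 molecules in the wild-type bean libraries is 8.35 CPM, against 719 CPM at the 2-fold stage. Without wild-type bean replicate 2, which held that read, the fitted change of C35A5.11 was 14.12, and without wild-type 2-fold replicate 1 that of ces-2 was −7.02.

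Summed levels of 4 of the 6 marker lists had lower means in null embryos at every stage, although the spread between replicates exceeded the difference in some groups. The fourth, adult cuticle, had 1 tested gene, col-19, at 14.1 ± 3.92, 20.1 ± 2.5 and 32.1 ± 30.1 CPM in wild-type embryos (SD, n = 2) and 0 reads in null ones. The 6 yolk genes, all tested, reached 2413 ± 2637, 221 ± 50.5 and 2190 ± 1608 CPM (SD, n = 2) in wild-type embryos at the 190-cell, bean and 2-fold stages and 22.1 ± 26.4, 10.5 ± 14.2 and 3.09 ± 4.36 CPM in null ones. Single wild-type libraries had 4278 and 548, 257 and 185, and 1053 and 3327 CPM, and the most abundant yolk genes were vit-6 and vit-2, with up to 1498 and 754 CPM. Of the 6, 1 had a mean of at least 5 CPM in null libraries. The 14 oocyte and eggshell genes, all tested, were at 3000 ± 2819, 1029 ± 70.7 and 2166 ± 1997 CPM against 93.7 ± 74.8, 307 ± 379 and 81.8 ± 2.07 CPM (SD, n = 2). The most abundant were cpg-2 and cbd-1, with up to 1283 and 769 CPM, and 9 of the 14 had a mean of at least 5 CPM in null libraries. The 18 replication genes, all tested, were at 5964 ± 1150, 2765 ± 417 and 1372 ± 860 CPM against 3807 ± 2272, 1156 ± 545 and 137 ± 4.57 CPM (SD, n = 2). The most abundant were mcm-7 and pcn-1, with up to 1203 and 1169 CPM, and 17 of the 18 had a mean of at least 5 CPM in null libraries. Of the 213 genes lower at the 2-fold stage, 8 were in the replication list and 5 in the yolk or oocyte lists.

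**Figure D4:**
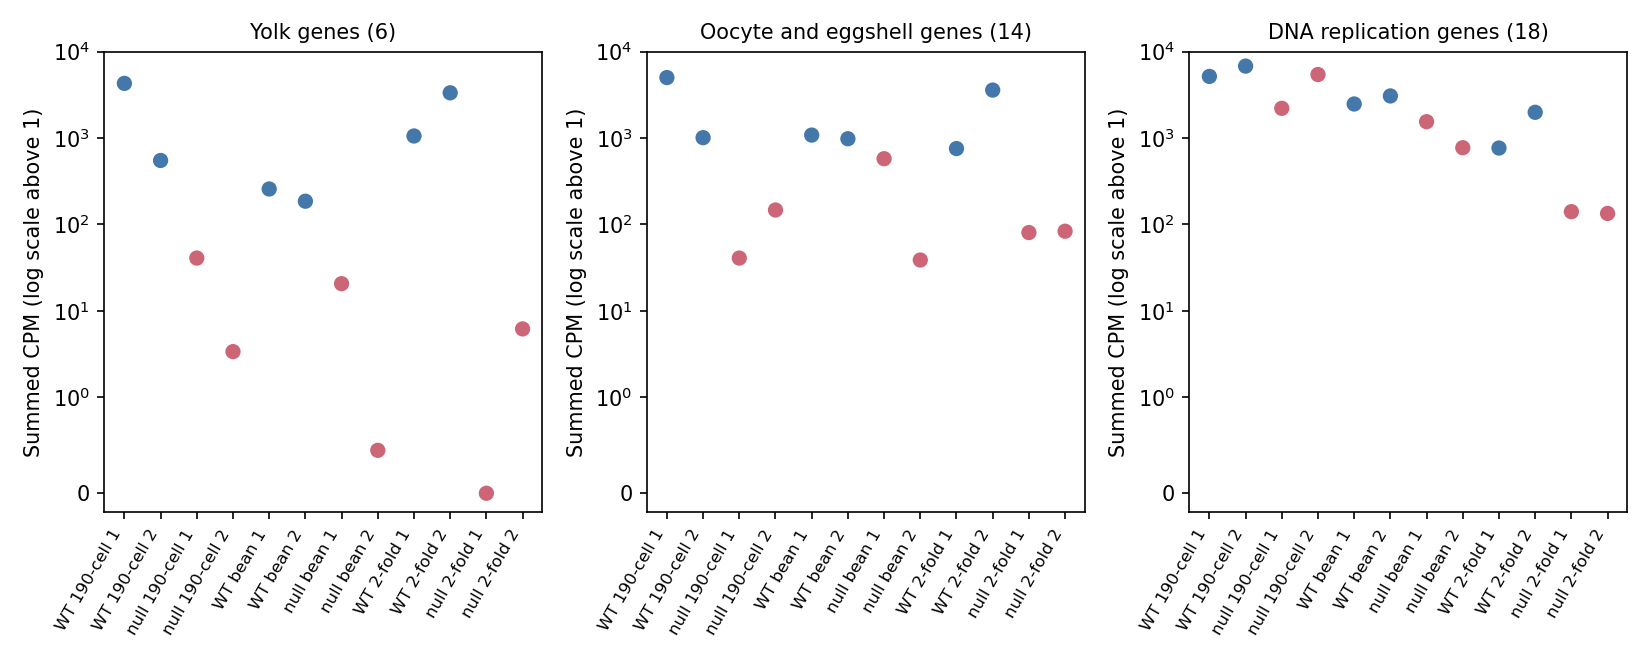
Summed CPM (log scale) of 6 yolk, 14 oocyte and eggshell and 18 replication genes in each library, by stage, wild-type in blue and miR-51Fam null in red. The yolk genes lie at 185 to 4278 CPM in wild-type libraries and at 0 to 40.7 CPM in null ones.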

Values the study reported

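Its list of computationally predicted miR-51 targets held 293 genes, of which the study counted 51 as raised in the null at some stage (criteria: P under 0.05 and log fold change over 2). By its text, hst-1, hst-6, mig-1, kal-1, lin-12, cdh-3 and eff-1 were among the genes that rose, while hst-3.2 tended upwards without reaching significance. Beyond these counts, the study used fluorescent reporters at the endogenous genes and concluded that hst-3.2, kal-1 and lin-12 are direct targets. For hst-3.2 it reported higher reporter expression without the family or with the miR-51 site mutated.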

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

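Of the tests here, the interaction and its fit without the 190-cell libraries were planned, while the use of that fit to weigh the shallow library and the tests on molecule-scaled counts were chosen only after the result was seen. A test of the difference between stages found 56 genes whose genotype effect was not the same at the 190-cell, bean and 2-fold stages (edgeR, adjusted p under 0.05). The smallest adjusted p were 0.0003287 for capg-2, 0.0003287 for pmt-2 and 0.000436 for cdt-1. Each of these had 0 reads in both null 2-fold libraries and fitted changes near 0 at the 190-cell stage (−0.04, 0.02 and −0.20) and the bean stage (−0.38, 0.46 and −0.54).

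A candidate explanation for part of the 56 is the shallow null 190-cell library. Between the bean and 2-fold stages alone, without any 190-cell library, 17 of the 56 were still called, capg-2 (adjusted p = 0.00358), pmt-2 (0.04228) and cdt-1 (0.002726) among them, which argues against the shallow library as their cause. For the other 39 that fit does not decide, as it also drops a stage and the libraries that carry it, so the shallow library and a real stage difference cannot be told apart.

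A further candidate explanation is that reads copy the same molecule, so that a gene with few molecules can drop to 0 reads in a deep library. On molecule-scaled counts 4 of the 56 were still called (nlp-31, cdl-1, mcm-7 and plk-1, named because the count is small), which argues against copied reads as their cause. Between the bean and 2-fold stages alone, cdl-1 (adjusted p = 0.005843) and mcm-7 (0.02173) were called, and nlp-31 (0.7619) and plk-1 (0.1799) were not. For the other 52, capg-2 (adjusted p = 0.07849), pmt-2 (0.9806) and cdt-1 (0.5916) included, copied reads and a stage difference cannot be told apart, because it was not simulated how often the interaction test on such counts finds a real stage difference. The 2-fold change itself was still called on molecule-scaled counts for 19 of the 52 (18 lower and 1 higher), among them capg-2 (adjusted p = 0.000304), cdt-1 (0.009823) and asns-2 (1.392e-21) but not pmt-2 (0.1492). For these 19 copied reads do not account for the 2-fold change, but whether it differs from the other stages stays open on such counts. In unchanged simulated libraries the read-based interaction test gave 18 calls, and the molecule-scaled one gave 0 (simulation). The simulated counts were scaled by the known reads per molecule, which in the real libraries are only estimated. The difference between stages in the effect of losing the miR-51 family stays open as a biological explanation for the genes that no technical test accounts for, and RNA of other origin in the wild-type 2-fold libraries, taken up under the other observations, also stays open for the genes lower at that stage.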

How the results depend on the processing

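The results with molecule-scaled counts, voom weights and the yolk covariate were chosen only after the data were seen, and the other alternatives were planned. For single genes, 43 results were followed under DESeq2 size factors, the DESeq2 test, the replicate block, molecule-scaled counts and the omission of each library the result uses. None of the called ones changed direction there, while the average changes of hst-2, mig-1, lon-1, efn-4 and eff-1, which were not called, did. For each moved count below the cause was not tested, unless a reason is given.

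At the 190-cell stage 26 genes were called. The count was 164 without a filter, 10 with filterByExpr, 60 with the DESeq2 test, 218 in a fit of only the 4 libraries compared, 2 with the yolk covariate (554 at an unadjusted p under 0.05) and 0 with voom weights (1950 unadjusted). It was 34 with DESeq2 size factors, 23 with TMMwsp and 35 on molecule-scaled counts, but only 4 of the 35 were among the 26. The split of 8 higher and 18 lower became 1 and 34 on molecule-scaled counts. At the bean stage 8 genes were called, and 28 with DESeq2 size factors, 5 with TMMwsp, 130 without a filter, 5 with filterByExpr, 59 with the DESeq2 test, 60 in the fit of only the libraries compared, 104 on molecule-scaled counts, 346 with voom weights and 24 with the yolk covariate. The split of 6 higher and 2 lower became 3 and 2 with TMMwsp and 50 and 54 on molecule-scaled counts.

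At the 2-fold stage 260 genes were called. The count was 489 without a filter, 521 with the DESeq2 test, 515 with voom weights and 46 with the yolk covariate, and between 236 and 362 under the 5 other unblocked alternatives. Molecule-scaled counts gave 362 (93 higher and 269 lower), of which 165 were among the 260. In every one of these fits more genes were lower than higher. In the fit of only these libraries the split was 152 and 208. On average 545 genes were called, and 819 without a filter, 141 with voom weights and 4 with the yolk covariate (467 unadjusted). The yolk level of each null library was below that of each wild-type library, so this covariate takes up part of any genotype effect. Over the 12 fits that each left out 1 library the average count ran from 125 (without null 190-cell replicate 2) to 890 (without null bean replicate 1).

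For the interaction 56 genes were called, and 269 without a filter, 33 with filterByExpr, 102 with the DESeq2 test, 13 on molecule-scaled counts, 24 from the bean and 2-fold stages alone and 0 with voom weights (1423 unadjusted). From the 190-cell to the bean stage in wild type, 606 genes were called, and 1206 with voom weights. From the bean to the 2-fold stage 525 were, and 880 without a filter, 805 with the DESeq2 test, 1193 on molecule-scaled counts, 2518 with voom weights and 1065 in the fit of only the libraries compared.

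Of the listed targets, 5 were called higher over the list alone on average, 7 with DESeq2 size factors and with the DESeq2 test, and 8 on molecule-scaled counts. Over the fits that left out 1 library the count ran from 1 (without null 190-cell replicate 2) to 8 (without wild-type 190-cell replicate 2).

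For the named genes, all 43 results kept their direction and call with DESeq2 size factors, 42 did with the DESeq2 test, 42 with the replicate block and 35 on molecule-scaled counts, where 3 became called and 5 were lost. Among the fits that left out 1 library, 284 gave the same result, 7 became called, 3 were lost, 7 changed sign and 31 values with no test moved by more than the spread between replicates. The values that changed sign were called neither before nor after, and the cause was not tested. For hst-2 (0.14) the change was −0.48 with the replicate block, and over the 12 fits that left out 1 library it ran from −3.45 (without null 190-cell replicate 2) to 0.56, with −0.02 without wild-type 190-cell replicate 1 and −2.20 without null 2-fold replicate 2. Over the same fits mig-1 (1.59) ran from −1.84 and efn-4 (0.73) from −3.15, both without null 190-cell replicate 2, to 4.38 and 1.0. For lon-1 (0.65) the range was −0.22 (without null 190-cell replicate 1) to 2.63, and for eff-1 (0.82) it was −0.18 (without null bean replicate 1) to 1.15. With 0 reads in both genotypes at the 190-cell stage, eff-1 could not be called on average in these edgeR fits.

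Replicate numbers did not pair the libraries: deviations from the group means of libraries with the same number had correlations across 6028 genes of 0.03, −0.03 and 0.01 at the 3 stages. With a replicate block the counts were 14 at the 190-cell stage, 23 at the bean stage, 259 at the 2-fold stage, 478 on average, 50 in the interaction, 747 and 685 in the wild-type comparisons and 5 listed targets.

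The fit of only the libraries compared is the main model itself for the average and the interaction. At single stages, leaving out a library left 1 in its group, so no calls were made there. The tests of seed-site genes and of seed words, with their alternatives, were not run, because no genome sequence was used. The shallow null library limits the 190-cell comparison. Its floor of 3 molecules with its partner was 22.5 CPM, against 7.34 to 12.3 CPM in the other groups.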

Other observations

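Among the tests here, the splits of the libraries and the adult skin test were written before their results, and all others (the yolk, null bean and 190-cell ratios, early zygotic genes, thinning, molecule-scaled counts, stage changes, listed targets and antimicrobial genes) were chosen only after the result was seen.

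The genes lower in miR-51Fam null embryos at the 2-fold stage followed the yolk transcripts between libraries of 1 genotype. Over 207 of the 213 genes, with yolk and eggshell genes left out, the median log2 ratio of the yolk-rich to the yolk-poor wild-type 2-fold library was 1.33 (random lists −0.11 to 0.18), and 91.8% of them were higher in the yolk-rich library against 49.2% of 9095 genes. That comparison uses the libraries in which the genes were called. Between the 190-cell wild-type libraries, which that comparison did not use, the median ratio was 0.50 (random lists −0.35 to −0.08). Between the null bean libraries, ordered by yolk, it was 0.82 (random lists 0 to 0.17). That order rests on few yolk molecules, an estimated 3.28 in replicate 1 and 0.073 in replicate 2. Oocyte and eggshell genes, with an estimated 91.5 and 6.32 molecules, gave the same order. For 37 genes higher at the 2-fold stage the first ratio was −0.25 (random lists −0.36 to 0.20). A candidate explanation, which these values go with, is RNA of yolk-making or oocyte origin in the wild-type libraries. Replication genes, which oocytes and dividing cells share, had a ratio of 1.51 at the 2-fold stage but −0.58 at the 190-cell stage, so they did not follow yolk in every group. Of the 14 oocyte and eggshell genes 9 also had a mean of at least 5 CPM in null libraries, and 13 had reads in null bean replicate 1.

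Other explanations of the same 213 genes were tested. Wild-type 2-fold embryos young enough to make early zygotic transcripts would raise the early zygotic genes, of which 6 of 20 could be tested (the most abundant were sdz-28, up to 338 CPM, and sdz-27, up to 64.8 CPM). Their summed level was 297 ± 68.8, 13.1 ± 17.8 and 45.7 ± 17.7 CPM in wild-type and 230 ± 268, 9.56 ± 0.0765 and 58.7 ± 26.2 CPM in null embryos at the 3 stages (SD, n = 2), and 4 of the 6 had a mean of at least 5 CPM in wild-type libraries. The excess in wild-type 2-fold embryos was −4.38% of the 190-cell level (at most 6.07% over single libraries), against 20.7% for replication genes (at least 10.5%). The 2-fold sums were nearly all sdz-27 and sdz-38, whose wild-type means were no lower there than at the 190-cell stage, so that percentage says little. In wild type, sdz-28 was at 175 and 222 CPM at the 190-cell stage and at 0.16 and 0 CPM at the 2-fold stage. There end-1, ceh-51 and sdz-31 were at 0 CPM. These levels argue against such young embryos, though not against embryos of intermediate age. Fewer molecules in the null libraries do not account for 48 of the 213 genes, which were called lower in each of 20 draws thinned to 137285 molecules per 2-fold library. A further 78 were lost in at least 1 draw but were called lower on molecule-scaled counts, as were the 48, which argues against fewer molecules as their cause too. For the remaining 87, called by neither test throughout (77 of them in no draw), fewer molecules cannot be told apart from a genotype effect, since thinning also takes molecules from the wild-type libraries. Null embryos further along in development is a candidate explanation that the values of these genes go with. By the study's methods, embryos were collected at the 2-cell stage and kept in M9 buffer until the wanted time point. The study also reported that part of the null embryos die after arrest during elongation. How closely the genotypes were matched in age was not analysed here. From the 190-cell to the bean stage the 207 genes changed by a median of −0.65 in wild type (random lists −0.09 to 0.11). In null embryos the median log2 ratio of their mean bean level to that in 190-cell replicate 2 was −0.40 (random lists 0.02 to 0.56). The shallow 190-cell library was left out there, so this ratio rests on 1 library of that stage. The wild-type value is instead the change fitted by edgeR over both replicates. The 2-fold comparison did not use these libraries. The genes named for the wild-type change from the bean to the 2-fold stage went the other way. At the 2-fold stage the falling genes ces-2 and ttr-50 had null changes of 1.502 (SE 0.492) and 0.999 (SE 0.392). The rising genes C35A5.11 and C06E7.88 had changes of −0.515 (SE 0.494) and −0.462 (SE 0.558). None of these was called. The replication genes changed by a median of −4.09 at the 2-fold stage (random lists −0.47 to 0.39). With the 4 of these 18 genes that had 0 reads in null 2-fold embryos set to their bound, the median was −2.52. Skin of adult animals in the wild-type libraries cannot be told apart from the other origins: of 5 adult cuticle genes only col-19 could be tested, at 14.1 ± 3.92, 20.1 ± 2.5 and 32.1 ± 30.1 CPM in wild-type embryos at the 3 stages (SD, n = 2), with 0 reads in null ones and at most an estimated 12.3 molecules in a library. Yolk or oocyte RNA, a difference in developmental timing and an effect of losing the miRNA family thus stay open, and they do not exclude each other.

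For the 545 genes changed on average, 1 of 100 drawn splits of the 12 libraries within stages (108 are possible), the real one, gave as many genes. The other 99 gave a median of 4 and at most 471. That split kept 5 of the 6 wild-type libraries on 1 side together with null 190-cell replicate 1, so it differs from the real one by exchanging the 190-cell libraries of 1 pair.

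The listed targets were higher in miR-51Fam null embryos, with a median average change of 1.20 over the 11 genes with reads in all groups (random lists −0.76 to 0.33). These 11 leave out eff-1, which the study took up in part because it rose in these libraries. They keep hst-1, hst-6, mig-1, kal-1, lin-12 and cdh-3, which the study also reported as raised in them. How far the outcome shaped the list cannot be told, and the random lists do not allow for it. Over the fits that each left out 1 library the median ran from 0.99 (random lists −0.73 to 0.33; without wild-type 190-cell replicate 1) to 1.85 (random lists −0.65 to 0.52; without wild-type bean replicate 2). Loss of repression by the miR-51 family is a candidate explanation, which these values go with. For hst-3.2, kal-1 and lin-12 the study concluded from reporters with mutated miR-51 sites that repression is direct. The counts used here do not test that. A shift in developmental timing or RNA from other sources would move stage-dependent genes as well and was not excluded for this list. The change of kal-1, present at each stage, is the least dependent on single libraries among the 14.

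Antimicrobial peptide genes were higher in null embryos at the later stages. Of 21 listed genes 13 could be tested, and 8 had a mean of at least 5 CPM in null and 6 in wild-type libraries. Their summed level was 1357 ± 391, 548 ± 36.4 and 414 ± 31.2 CPM in wild-type and 1001 ± 205, 1383 ± 412 and 1585 ± 131 CPM in null embryos (SD, n = 2). The most abundant were nlp-31, up to 1072 CPM, and nlp-33, up to 904 CPM. At the 2-fold stage the median log2 change of the 13 was 1.68 (random lists −1.38 to 0.51). With nlp-29 and nlp-31, which had been seen, left out, it was 1.68 over 9 genes with reads in both groups (random lists −1.12 to 0.95). A candidate explanation is an epidermal response in miR-51Fam null embryos, since such peptides are made in the epidermis after injury or infection, though only nlp-31 passed the threshold at the 2-fold stage over all genes. Near-identical peptide genes share reads, and a difference in timing was not excluded.

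The gene asns-2 had the smallest p of all genes at the 2-fold stage and on average. No cause was tested for it. The loss of alh-3 beside mir-51 was called at the bean and 2-fold stages, and whether the deletion of the miRNA genes reaches its 3′ end was not analysed here.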
